A study of Mus musculus with 24 samples.

How the data were processed

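Total RNA of sorted mouse spleen MDSCs was sequenced in 24 libraries, 8 groups of 3 set by genotype label (WT or IL-6 KO), treatment (untreated or lymphodepleted) and cell type (M-MDSC or PMN-MDSC), as the sample titles give them. Per the labels' protocols, mice carried B16 tumours above 25 mm2, cells were sorted by flow cytometry to a purity above 99%, and 100 ng of RNA went into NuGen Ovation libraries with depletion of unwanted transcripts. The design text speaks of 3 mice per group, so p-values measure the spread between animals. Whether an M-MDSC and a PMN-MDSC library of the same number came from 1 mouse is not stated.

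The deposited table holds 1 signal value per gene and library, a normalized read count, for 23479 genes. The signal values the authors deposited are read counts divided by 1 size factor per library, as the values themselves show. Per the submitters' processing notes, STAR 2.5.3a, HTSeq 0.6.1, DESeq2 and the mm10 build (GRCm38) were used. The version of DESeq2, the strand setting, the annotation and any filters are not given in the sources used here. In each library, 100% of the values above 0 were whole multiples of 1 step (tolerance 0.001 reads), so whole reads were recovered by dividing by that step. Totals of recovered reads ran from 3249647 to 11193088 per library. The transcript Rn45s took 2.94 to 19.8% of reads and Malat1 1.35 to 6.80%, so less of the depth is left for other genes. Genes of the mitochondrial genome were not used here, and the list of them could not be tested (0 of its genes matched). Gene positions came from a GRCm38.p6 RefSeq annotation, with GENCODE vM21 for the rest, matched by symbol for 21692 genes, by synonym for 1592 and through GENCODE for 28, in all 23312 genes.

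The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a trend in the prior variance. Each cell type was fitted on its 12 libraries with 1 mean per group, and the comparisons between cell types on all 24. Genes needed 10 or more normalized counts in at least 3 fitted libraries. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes of a contrast, and a gene was called when the adjusted p was under 0.05. A fold change on this scale understates the change of genes with low counts, and a fold against a group without reads is given as a bound against 3 reads over the group, which covers counting error only. Gene lists were tested with camera in limma at a preset correlation between genes of 0.01 and again with the correlation estimated, adjusted over the lists of a contrast. The preset test treats genes of a list as nearly independent, and most list calls were lost with the estimate. On simulated data built from the real means and depths, limma recovered 98.5% of genes changed by 2 log2 units in the M-MDSC lymphodepletion contrast in WT, 79.1% in PMN-MDSCs, 91.0% in the M-MDSC interaction and 56.7% in the PMN-MDSC interaction. For changes of 1 log2 unit it recovered 70.1, 23.9, 35.8 and 1.49% in the same order, so most such changes are missed in PMN-MDSCs and in the interactions. These shares hold for the simulated spread. In the real M-MDSC interaction Nedd4 was called at −2.17 ± 0.28, but S100a9 at −2.35 ± 0.90 was not (adjusted p 0.36). The shares therefore do not carry over to genes with such a spread.

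Groups, tests, alternatives, 33 gene lists (592 genes, 570 of them in the table) and the rule for named genes were fixed before the data were examined. The rule names 25 key genes of IL-6 signalling, suppression, survival and myeloid identity wherever they bear on a comparison. It adds the 8 largest rises and 8 largest falls of each main comparison (lymphodepletion in WT, and KO against WT under lymphodepletion, in each cell type) among called genes with a mean of at least 100 in the higher group and no overlap between libraries. The other comparisons of groups take 4 and 4, and the interactions 5 and 5 without the overlap condition, with the mean taken in the highest of the 4 groups. Unnamed gene models, small RNAs, pseudogenes and antigen receptor segments are left out. For each list described, up to 3 called members with the smallest adjusted p are added, or up to 2 of the highest level where none is called. Histone, killer cell lectin-like receptor and Bcl2a1 genes have near-identical copies, so single members are uncertain. Some genes that these rules would name are not reported here. Genes within 10 Mb of Il6 were tested with Fisher's exact test, and the responses of the genotypes were compared by correlation across genes.

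Alternatives were a pseudocount of 0.5 or 5, no filter, quantile normalization, edgeR 4.0.16 (TMM, quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, all 24 libraries in 1 fit, and leaving out each library in turn. Array weights, leaving out the 3 shallowest PMN-MDSC libraries, leaving out libraries in the correlation, and leaving Il6 out of the test of its neighbours were added after seeing the data. Mouse sex was checked with 5 genes. Xist had reads in all 24 libraries and the 4 Y-linked genes had 0 in all 24.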

Results

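Myeloid-derived suppressor cells (MDSCs) are immature myeloid cells that expand in tumour-bearing animals and restrain T cells. Monocytic (M-MDSC) and polymorphonuclear (PMN-MDSC) cells were sorted from spleens of mice bearing B16 melanoma, a transplantable mouse tumour line, and their total RNA was sequenced. The mice were labelled wild type (WT) or interleukin-6 knockout (IL-6 KO), and were untreated or lymphodepleted with cyclophosphamide and fludarabine, chemotherapy drugs that remove lymphocytes and dividing marrow cells. Spleens were taken 7 days after treatment. The 24 libraries formed 8 groups of 3. A library such as KO_UT_M_003 is named by its genotype label, untreated (UT) or lymphodepleted (LD), cell type (M or PMN) and replicate number. Total reads per library lay between 7237462 and 11193088 in the 12 M-MDSC libraries and between 3249647 and 9999731 in the 12 PMN-MDSC libraries. The shallowest were WT_LD_PMN_001 (3249647 reads), KO_UT_PMN_001 (4874429) and WT_UT_PMN_003 (5509190). Changes are log2 fold changes ± standard error from limma on log2(normalized count + 1), with 3 libraries in each group, and a gene or list is "called" when its adjusted p was under 0.05.

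The targeted gene was examined first. Il6, which encodes interleukin-6 (GRCm38 chromosome 5, 30013114 to 30019975), had more reads in the libraries labelled IL-6 KO than in those labelled WT. Its normalized count was 37.6 ± 3.98 (SD, n = 3) in untreated and 33.5 ± 15.3 in lymphodepleted KO-labelled M-MDSCs, against 0.315 ± 0.545 and 1.86 ± 1.94 in the WT-labelled groups. In PMN-MDSCs it was 177 ± 37.1 and 133 ± 69.4 in the KO-labelled groups, against 2.40 ± 4.16 in untreated and 0 in lymphodepleted WT-labelled libraries. The 12 KO-labelled libraries ranged from 16.2 to 220 and the 12 WT-labelled ones from 0 to 7.20. The knockout strain carries an insertion in the gene, and a count over the whole gene cannot tell a disrupted from an intact transcript, so these reads do not settle which label is right. Every direction between the genotypes below is therefore a direction between labels, and it runs against what the label of this gene says.

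**Figure D1:**
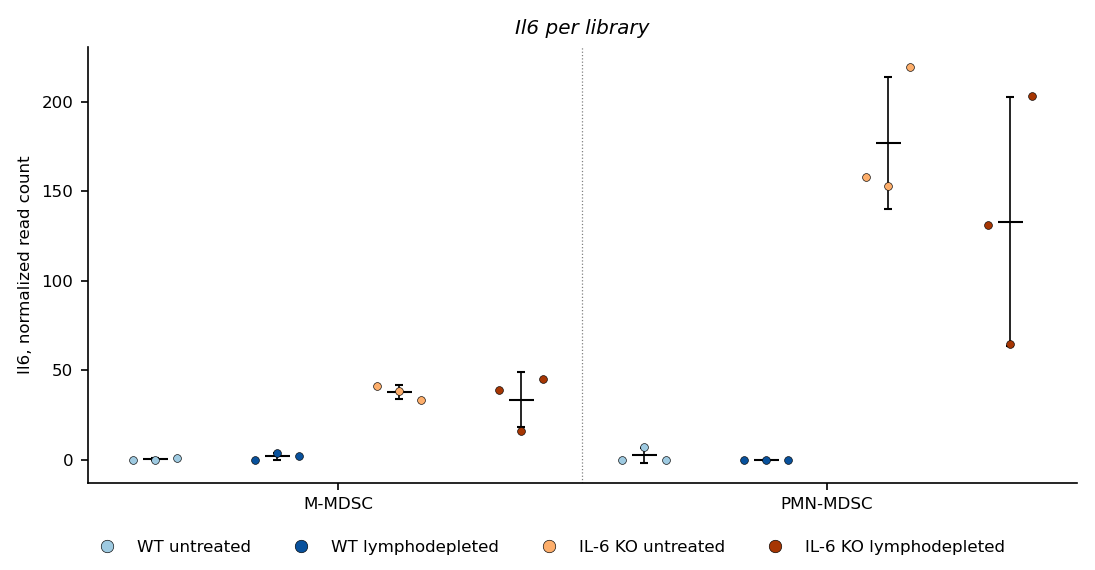
Normalized read count of Il6 in each library (points) with the mean and SD of each group of 3 (bars), for M-MDSCs and PMN-MDSCs. All 12 libraries labelled IL-6 KO lie between 16.2 and 220, and all 12 labelled WT between 0 and 7.20.

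The first comparison asked how lymphodepletion changed M-MDSCs of WT-labelled mice. After lymphodepletion these cells carried far more transcripts of dividing cells and of early granulocyte precursors, and far fewer B and NK cell transcripts. Of the 16 gene lists called in this comparison, 0 stayed called with an estimated correlation. Mpo, the myeloperoxidase of primary granules, was 128-fold higher (log2 7.00 ± 0.95, adjusted p 0.000239), and Ms4a3, a marker of granulocyte-monocyte progenitors, was 143-fold higher (7.16 ± 0.83, adjusted p 0.00014). Elane, the neutrophil elastase gene, rose by 6.82 ± 1.01 and Prom1, which encodes the stem cell antigen CD133, by 5.96 ± 1.01. The mitotic genes Fam64a (6.09 ± 0.60), Nuf2 (5.86 ± 0.66) and Ska1 (5.64 ± 0.83) were among the 8 largest rises, with Ttc21a (5.76 ± 0.77). The 8 largest falls included Ncr1, the NK receptor NKp46 (−3.26 ± 0.38), Tbx21, the transcription factor T-bet (−3.48 ± 0.41), Itga2, the NK integrin CD49b (−3.42 ± 0.36), Txk (−3.50 ± 0.40) and Klri2 (−3.21 ± 0.73). Sytl3 (−4.47 ± 0.81) and Adamts14, a procollagen-processing protease (−3.81 ± 0.35), also fell. The alarmin genes S100a8 and S100a9 rose by 5.02 ± 0.60 and 5.13 ± 0.64, the proliferation marker Mki67 by 4.57 ± 0.59 and the granulocyte transcription factor Gfi1 by 2.29 ± 0.41. Fasl, which encodes Fas ligand, fell by 3.79 ± 0.51 and the survival gene Bcl2 by 1.64 ± 0.22.

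In this comparison all 35 cell cycle genes rose (35 adjusted over the list alone, median 4.26, camera adjusted p 1.01e-34), led by Nusap1 (5.21 ± 0.52), Hmmr (5.24 ± 0.56) and Tpx2 (5.36 ± 0.58). The call was lost with an estimated correlation (adjusted p = 0.185). Primary granule genes rose in 10 of 11 (11 adjusted over the list alone, median 5.31, adjusted p 1.09e-10, and adjusted p = 0.185 with an estimated correlation), among them Cebpe (4.85 ± 0.64). Secondary and tertiary granule genes rose in 8 of 17 (12 adjusted over the list alone, median 3.05, adjusted p 1.4e-08, adjusted p = 0.185 with an estimated correlation), with Ngp (5.01 ± 0.63), Camp (4.98 ± 0.63) and Ltf (4.73 ± 0.62) in front. Among markers of other cells, 9 of 10 B cell genes fell (9 adjusted over the list alone, median −2.90, adjusted p 6.08e-08, adjusted p = 0.0528 with an estimated correlation), with Ebf1 at −4.58 ± 0.48. NK cell genes fell in 8 of 9 (8 adjusted over the list alone, median −2.73, adjusted p 7.27e-08, adjusted p = 0.201 with an estimated correlation), including the granzyme gene Gzmb (−2.73 ± 0.35). T cell genes fell in 2 of 12 (3 adjusted over the list alone, adjusted p 0.0116, adjusted p = 0.481 with an estimated correlation), with Lck at −2.15 ± 0.34. Erythroid genes rose in 4 of 5 (5 adjusted over the list alone, median 2.70, adjusted p 0.00035, adjusted p = 0.221 with an estimated correlation), and progenitor genes in 6 of 11 (6 adjusted over the list alone, median 1.13, adjusted p 0.0116, adjusted p = 0.349 with an estimated correlation), with Myb at 3.76 ± 0.55 and Kit at 2.89 ± 0.46. Eosinophil and basophil genes rose in 5 of 6 (5 adjusted over the list alone, median 3.33, adjusted p 0.00116, adjusted p = 0.185 with an estimated correlation), a call lost without WT_LD_M_003 (adjusted p 0.118). Red pulp macrophage genes rose in 3 of 12 (4 adjusted over the list alone, median 1.10, adjusted p 0.00335, adjusted p = 0.224 with an estimated correlation).

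Genes of glycolysis and hypoxia rose in 9 of 19 (9 adjusted over the list alone, median 0.43, adjusted p 0.00116, adjusted p = 0.185 with an estimated correlation), such as Gapdh (0.86 ± 0.17). NF-kB targets and inflammatory cytokines fell in 5 of 20 (7 adjusted over the list alone, median −0.65, adjusted p 0.0119, adjusted p = 0.483 with an estimated correlation), among them the NF-kB inhibitors Nfkbia (−1.08 ± 0.17) and Tnfaip3 (−1.24 ± 0.21). The IL-6 and STAT3 response list was not called (2 higher, 3 lower, 17 not called, 2 higher and 4 lower adjusted over the list alone, adjusted p 0.488). Its members went apart, Lcn2 rising by 4.77 ± 0.68 and Socs3, a feedback inhibitor of STAT3, falling by 1.26 ± 0.35 (adjusted p 0.0218). The suppressive effector list was not called either (6 higher, 0 lower, 13 not called, 6 higher and 1 lower adjusted over the list alone, adjusted p 0.0952). Genes of p53 targets had a median of −0.34 (1 of 18 lower, 0 adjusted over the list alone, adjusted p 0.0124, adjusted p = 0.335 with an estimated correlation). Lists of apoptosis machinery, MHC class II, type I interferon and interferon gamma genes were not called. Called glycolysis genes numbered 5 without WT_LD_M_003 or WT_UT_M_002, and called NF-kB genes 3 without WT_LD_M_003, WT_UT_M_001 or WT_UT_M_002 and 2 without WT_UT_M_003.

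In all, limma called 2122 of 11570 genes, 1102 higher and 1020 lower. At 3 against 3 libraries 4489 genes (38.8%) had no overlap, where chance gives 10%. Fitted with edgeR on the recovered reads the split was 1199 higher and 747 lower. Of 82 named or listed called genes 63 stayed called whichever library was left out, and the count fell to 1387 without WT_UT_M_002, 1367 without WT_UT_M_001, 1236 without WT_UT_M_003 and 1163 without WT_LD_M_003. Socs3 and Csf1r (−0.72 ± 0.22, adjusted p 0.0381) were not among the 63.

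**Figure D2:**
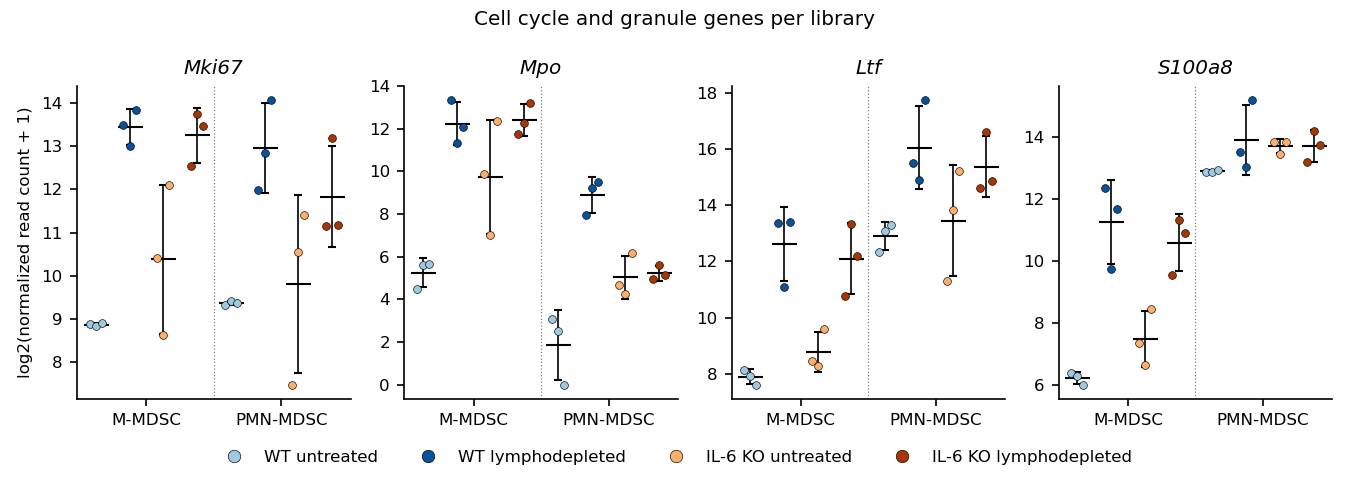
Log2(normalized count + 1) of Mki67, Mpo, Ltf and S100a8 in each library (points), with mean and SD of each group of 3. In WT-labelled M-MDSCs lymphodepletion raised Mki67 by 4.57 ± 0.59 and Mpo by 7.00 ± 0.95 (log2 ± SE).

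The same contrast in KO-labelled M-MDSCs addressed the response where the label says IL-6 is missing. Cell cycle genes again rose and B and NK cell genes fell. Mki67 rose by 2.87 ± 0.59, S100a8 by 3.11 ± 0.60 and S100a9 by 2.78 ± 0.64, and the largest rises were Itgb2l, a granulocyte integrin (4.0 ± 0.73), Neil3 (3.94 ± 0.84), Depdc1a (3.63 ± 0.89) and Fcnb, a ficolin of granules (3.61 ± 0.77). The largest falls were Scd1, a fatty acid desaturase (−4.97 ± 0.51, adjusted p 0.000139), and the NK receptor genes Klrc2 (−4.50 ± 1.0), Klra10 (−4.42 ± 0.63) and Klra9 (−4.30 ± 0.59), members of near-identical families whose reads are hard to assign. Fasl fell by 2.84 ± 0.51 and Bcl2 by 1.38 ± 0.22. Cell cycle genes rose in 33 of 35 (35 adjusted over the list alone, median 2.63, adjusted p 3.97e-25, adjusted p = 0.37 with an estimated correlation). B cell genes fell in 10 of 10 (10 adjusted over the list alone, median −3.31, adjusted p 1.41e-12, still called with an estimated correlation at adjusted p = 0.0109), NK cell genes in 9 of 9 (9 adjusted over the list alone, median −3.03, adjusted p 3.01e-14, adjusted p = 0.171 with an estimated correlation) and T cell genes in 7 of 12 (9 adjusted over the list alone, median −1.92, adjusted p 1.69e-06, adjusted p = 0.4 with an estimated correlation). Plasma cell genes fell in 4 of 7 (6 adjusted over the list alone, adjusted p 0.000398, adjusted p = 0.37 with an estimated correlation). Primary granule genes rose in 2 of 11 (8 adjusted over the list alone, median 2.47, adjusted p 0.000287, adjusted p = 0.532 with an estimated correlation).

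Limma called 1346 genes in this contrast, 707 higher and 639 lower, and 27.3% did not overlap (10% by chance). Counts fell to 582 without KO_LD_M_002, 574 without KO_UT_M_001 and 714 without KO_UT_M_002. Of 63 named or listed called genes, 27, 28 and 21 lost their call without these libraries, and 32 kept it in each fit. Cell cycle genes called higher numbered 22 without KO_LD_M_002, T cell genes called lower 2 without KO_LD_M_002 and 2 without KO_UT_M_001, plasma cell genes called lower 1 without KO_LD_M_002 or KO_UT_M_001, and primary granule genes called higher 8 without KO_UT_M_003 and 0 or 1 without any 1 other library. Across the 11570 genes, the changes in WT-labelled and KO-labelled M-MDSCs, which share no library, had a Pearson correlation of 0.768 (jackknife SE 0.0893) and a Spearman correlation of 0.522. Genes are not independent replicates, so no p is given.

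Whether the response differed between the labels was tested as an interaction. In M-MDSCs limma called 1 gene, Nedd4, a ubiquitin ligase gene (chromosome 9, 72662331 to 72749851). The change of Nedd4 in the KO-labelled libraries minus that in the WT-labelled ones was −2.17 ± 0.28 (adjusted p 0.0301). WT-labelled levels were 84.9 to 118 untreated and 364 to 443 lymphodepleted, against 356 to 464 and 257 to 442 in the KO-labelled ones. Its call was lost in 10 of the 12 fits that left out 1 library, all but those without KO_LD_M_002 or WT_LD_M_002 (highest adjusted p 0.145), and with quantile normalization, the replicate block or all 24 libraries in 1 fit. At an unadjusted p under 0.05 there were 1413 genes (578.5 by chance), and edgeR called 2 and DESeq2 71. At the level of lists, 12 were called lower and none with an estimated correlation. Primary granule genes had a median difference of −2.61 (0 of 11 called, 7 lower adjusted over the list alone, adjusted p 4.67e-07, adjusted p = 0.463 with an estimated correlation), with Mpo at −4.33 ± 1.34 (adjusted p 0.33). Cell cycle genes had a median of −1.43 (0 of 35 called, 0 adjusted over the list alone, adjusted p 1.35e-11, adjusted p = 0.513 with an estimated correlation). Erythroid genes had a median of −2.71 (0 of 5 called, 3 lower adjusted over the list alone, adjusted p 8.35e-05, adjusted p = 0.463 with an estimated correlation). Part of these differences was present before treatment. Between the labels Mpo differed by 4.51 ± 0.95 in untreated M-MDSCs. Mki67 differed by 1.51 ± 0.59 untreated and −0.19 ± 0.59 lymphodepleted, and the primary granule gene Gfi1 by 1.56 ± 0.41 and −0.04 ± 0.41. For Mki67 and Gfi1 the interaction came mainly from the untreated libraries. Among the untreated KO-labelled ones KO_UT_M_003 had the highest Mpo and Mki67. The direction here is between labels that Il6 runs against.

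Lymphodepleted M-MDSCs of the KO and WT labels were compared to ask what IL-6 contributed under treatment. Few genes differed. Among the largest differences were Setbp1, a SET-binding protein gene (2.23 ± 0.29, adjusted p 0.00944), the lymphocyte GTPase gene Gimap6 (2.07 ± 0.28, adjusted p 0.00955), Adamts14 (1.97 ± 0.35), Il18r1 (1.44 ± 0.20), Bcl2 (1.36 ± 0.22) and Arap2 (1.24 ± 0.16), higher in the KO-labelled libraries. The lower ones included Lamc1, a laminin chain (−2.38 ± 0.41), Ecm1 (−1.20 ± 0.21), Eps8 (−0.82 ± 0.14) and Gda (−0.77 ± 0.14). Il6 itself was higher by 3.74 ± 0.65 (adjusted p 0.0306) and the B cell factor Ebf1 by 2.95 ± 0.48 (adjusted p 0.025). NK cell genes had a median difference of 1.55 (0 of 9 called, 8 higher adjusted over the list alone, adjusted p 2.4e-11, adjusted p = 0.277 with an estimated correlation), with Ncr1 at 1.84 ± 0.38 (adjusted p 0.059). T cell genes had a median of 1.20 (0 of 12 called, 3 adjusted over the list alone, adjusted p 2.58e-07, adjusted p = 0.35 with an estimated correlation). Type I interferon genes had a median of −0.47 (0 of 28 called, 1 lower adjusted over the list alone, adjusted p 2.12e-09, adjusted p = 0.401 with an estimated correlation). The IL-6 and STAT3 response list had a median of −0.26 (0 of 22 called, 4 lower adjusted over the list alone, adjusted p 0.000808, adjusted p = 0.35 with an estimated correlation), with Cebpb at −0.21 ± 0.19 (adjusted p 0.77). Its members Socs3 (−1.05 ± 0.35, adjusted p 0.31) and Stat3 (−0.44 ± 0.14, adjusted p 0.30) were below 0, and Bcl2l1 (0.14 ± 0.16, adjusted p 0.84) was above it. Dendritic cell genes had a median of 0.82 (0 of 12 called, 3 higher adjusted over the list alone, adjusted p 0.000619, adjusted p = 0.35 with an estimated correlation). Ribosome biogenesis genes had a median of 0.22 (0 of 20 called, adjusted p 0.000607, adjusted p = 0.35 with an estimated correlation). Gimap genes were above 0 in 8 of 8 (median 1.65), as the NK and T cell medians were. After lymphodepletion in WT-labelled M-MDSCs, Bcl2 (−1.64 ± 0.22) and Adamts14 (−3.81 ± 0.35) fell along with the lymphoid genes. Whether lymphoid cells carried over in the sort gave the differences of Bcl2, Gimap6 and Adamts14 between the labels was not tested.

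This comparison gave 24 called genes, 18 higher and 6 lower, with 1081 at an unadjusted p under 0.05 where chance gives 578.5 and 11.3% without overlap (10% by chance). DESeq2 called 185, 120 higher and 65 lower, and edgeR 23. Without KO_LD_M_001 or KO_LD_M_003 limma called 0 genes, so each of the genes above lost its call. Without WT_LD_M_003 it called 6, without KO_LD_M_002 63 and without WT_LD_M_001 56.

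Untreated M-MDSCs of the KO and WT labels were compared to ask what differed before treatment. Mpo was higher by 4.51 ± 0.95 (adjusted p 0.025), Elane by 4.0 ± 1.01 (adjusted p 0.0441), Pydc3, an interferon-inducible gene, by 3.89 ± 0.62 (adjusted p 0.00748) and Cst7, a leukocyte cystatin, by 2.66 ± 0.45. Lower were F11r, a junctional adhesion molecule (−2.74 ± 0.39), Spon1 (−2.61 ± 0.38), the proteoglycan Vcan (−2.16 ± 0.49) and Fam71a (−1.99 ± 0.51). Il6 was higher by 4.95 ± 0.65 (adjusted p 0.00267), the p53 target Cdkn1a was lower by −1.34 ± 0.21 (adjusted p 0.00622), and the receptor genes Il6st (−0.54 ± 0.13) and Csf3r (−0.63 ± 0.15) were lower too. NK cell genes were higher in 8 of 9 (9 adjusted over the list alone, median 2.04, adjusted p 6.36e-12, adjusted p = 0.262 with an estimated correlation), led by Nkg7 (2.23 ± 0.19) and Prf1 (2.38 ± 0.39). T cell genes were higher in 6 of 12 (11 adjusted over the list alone, median 2.24, adjusted p 4.15e-09, adjusted p = 0.338 with an estimated correlation), with Thy1 at 2.56 ± 0.43. Cell cycle genes were higher in 7 of 35 (22 adjusted over the list alone, median 1.43, adjusted p 1.4e-12, adjusted p = 0.524 with an estimated correlation) and primary granule genes in 4 of 11, with 1 lower (9 higher and 1 lower adjusted over the list alone, median 2.33, adjusted p 7.18e-05, adjusted p = 0.416 with an estimated correlation). The IL-6 and STAT3 response list was not called (1 higher, 2 lower, 19 not called, adjusted p 0.25). The sign of its median (−0.16) turned with edgeR, which changes the scaling and the model together.

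Of 466 called genes 259 were higher and 207 lower. The share higher was greater with edgeR (361 against 138) and DESeq2 (714 against 357). Without overlap were 33.9% of genes (10% by chance). The count fell when any 1 of 5 libraries was left out, which also leaves fewer samples, and the 2 were not told apart. It was 64 without KO_UT_M_001, 86 without KO_UT_M_003, 80 without WT_UT_M_001, 92 without WT_UT_M_002 and 56 without WT_UT_M_003, and 9 of 43 named or listed called genes kept their call throughout. No cell cycle gene was called without any 1 of these 5 libraries, and 28 were called without KO_UT_M_002. NK cell genes called numbered 4 without KO_UT_M_001 and 3, 4 and 2 without WT_UT_M_001, WT_UT_M_002 and WT_UT_M_003. T cell genes called numbered 0 and 2 without KO_UT_M_001 and KO_UT_M_003 and 2, 2 and 1 without those WT-labelled libraries, and primary granule genes 1 and 1, and 0, 0 and 1. In KO_UT_M_003 Mki67 stood at 4357 and Mpo at 5297, against 1359 and 946 in KO_UT_M_001 and 396 and 128.8 in KO_UT_M_002.

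**Figure D3:**
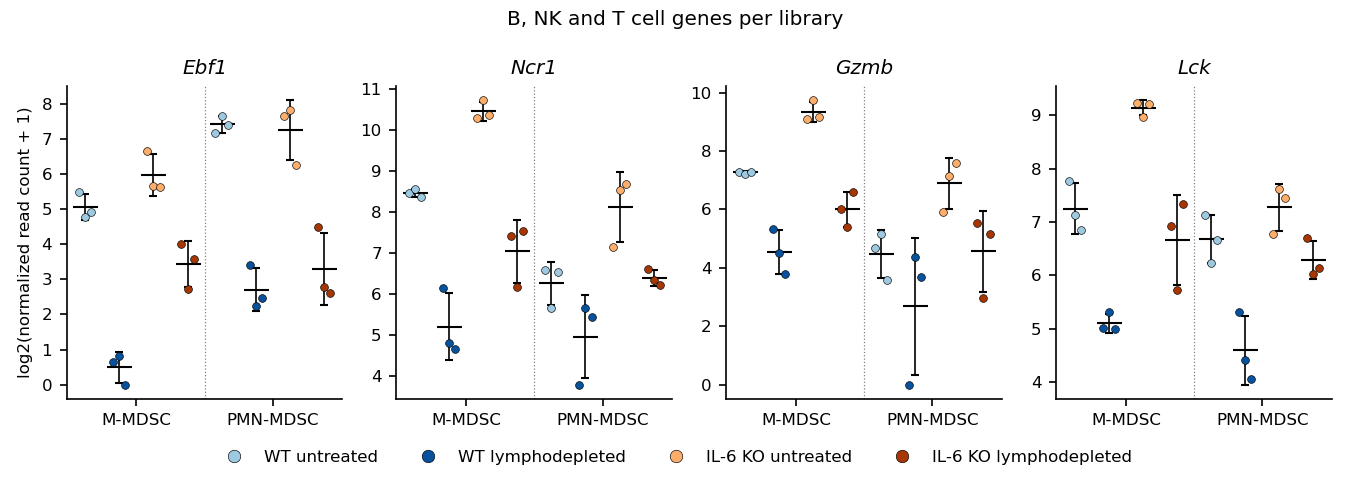
Log2(normalized count + 1) of Ebf1, Ncr1, Gzmb and Lck in each library (points), with mean and SD of each group of 3. In WT-labelled M-MDSCs Ncr1 had a mean normalized count of 352 ± 25.3 untreated and 40.2 ± 25.3 lymphodepleted.

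In PMN-MDSCs of WT-labelled mice, lymphodepletion was followed by more cell cycle and granule transcripts and fewer transcripts of mature neutrophils and B cells. Of the 18 gene lists called in this comparison, 0 stayed called with an estimated correlation. The mature neutrophil genes called lower lost their calls without WT_UT_PMN_001 or WT_UT_PMN_002, in fits that also have fewer samples. Mpo rose 130-fold (7.02 ± 0.78, adjusted p 0.00172). The replication-dependent histone genes Hist1h2bk (5.35 ± 1.12), Hist1h2bn (4.83 ± 0.86) and Hist1h4k (4.68 ± 0.72) were among the 8 largest rises with Hist1h2ai, Hist1h2bh and Hist1h3i, and their near-identical copies make the single members uncertain. Mastl, a mitotic kinase gene, rose by 4.52 ± 0.92, Mki67 by 3.58 ± 0.77 (adjusted p 0.0142), the NADPH oxidase gene Cybb by 2.47 ± 0.65 and Gfi1 by 1.97 ± 0.53. The largest falls included Scd1 (−5.02 ± 0.82), the B cell genes Ebf1 (−4.71 ± 0.66), Pax5 (−3.82 ± 0.99), Ms4a1 (−3.70 ± 1.04) and Cr2 (−3.66 ± 0.65), and Lrrc16a (−4.48 ± 0.92) and Slc9a7 (−3.70 ± 1.06). The inflammatory genes Il1b (−2.05 ± 0.58) and Ptgs2 (−1.74 ± 0.50), the checkpoint ligand gene Cd274 (−1.86 ± 0.51), the colony-stimulating factor receptors Csf3r (−1.72 ± 0.51) and Csf1r (−1.34 ± 0.38), and Fasl (−3.48 ± 0.97), Bcl2 (−1.16 ± 0.36), Socs3 (−1.84 ± 0.55) and the IL-6 receptor gene Il6ra (−0.86 ± 0.26, adjusted p 0.0458) all fell.

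Cell cycle genes rose in 25 of 35 (32 adjusted over the list alone, median 2.91, adjusted p 4.44e-25, adjusted p = 0.192 with an estimated correlation), among them Cenpe (3.41 ± 0.46) and Rrm2 (4.15 ± 0.64). Secondary and tertiary granule genes rose in 14 of 17 and fell in 1 (15 and 1 adjusted over the list alone, median 2.46, adjusted p 8.56e-11, adjusted p = 0.306 with an estimated correlation), such as Mmp8 (1.53 ± 0.26) and Cd177 (2.71 ± 0.55), and primary granule genes in 6 of 11 (8 adjusted over the list alone, median 2.93, adjusted p 9.08e-06, adjusted p = 0.225 with an estimated correlation). Mature neutrophil genes fell in 11 of 18 and rose in 1 (13 and 2 adjusted over the list alone, median −1.25, adjusted p 0.000129, adjusted p = 0.345 with an estimated correlation), including Trem1 (−1.35 ± 0.28). The IL-6 and STAT3 response list fell, with 6 lower and 1 higher of 22 (14 and 1 adjusted over the list alone, median −0.81, adjusted p 6.04e-05, adjusted p = 0.345 with an estimated correlation), including Il1rn (−1.14 ± 0.24) and Jak1 (−0.82 ± 0.19). Suppressive effectors went both ways, with 2 higher and 7 lower of 22, and the list was not called (adjusted p 0.801). Its member Nt5e, which encodes CD73, rose by 1.92 ± 0.34. MHC class II genes fell in 5 of 15 (10 adjusted over the list alone, median −1.34, adjusted p 0.000129, adjusted p = 0.345 with an estimated correlation), with Cd83 at −3.63 ± 0.73. Type I interferon genes fell in 6 of 27 (15 adjusted over the list alone, median −1.04, adjusted p 1.32e-05, adjusted p = 0.365 with an estimated correlation), interferon gamma genes in 6 of 23 (9 adjusted over the list alone, adjusted p 2.41e-05, adjusted p = 0.345 with an estimated correlation), and immediate early genes, which tissue dissociation also induces, in 5 of 18 (12 adjusted over the list alone, median −1.32, adjusted p 8.67e-05, adjusted p = 0.365 with an estimated correlation). B cell genes fell in 10 of 10 (10 adjusted over the list alone, median −3.72, adjusted p 4.88e-09, adjusted p = 0.192 with an estimated correlation). Erythroid genes had a median of 2.10 (1 of 11 higher, 1 adjusted over the list alone, adjusted p 0.000168, adjusted p = 0.347 with an estimated correlation).

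Limma called 1410 of 12971 genes, 537 higher and 873 lower, against a median change over all genes of −0.20. That split depended on the scaling. It was 469 higher and 356 lower with quantile normalization, 629 and 391 with edgeR and 1037 and 971 with DESeq2. Without overlap were 32.9% of genes (10% by chance). The count was 116 without WT_UT_PMN_001, 176 without WT_UT_PMN_002, 408 without WT_UT_PMN_003, 436 without WT_LD_PMN_003 and 2128 without WT_LD_PMN_001. Of 89 named or listed called genes 17 kept their call in each of these fits. Cell cycle genes called numbered 9, 10, 16 and 14 without the first 4 of those libraries, mature neutrophil genes called lower 0, 0, 5 and 3, STAT3 list genes called lower 0, 1, 1 and 2, secondary and tertiary granule genes called higher 1, 2, 4 and 4, primary granule genes 1, 1, 2 and 1, and B cell genes called lower 4, 4, 6 and 9. MHC class II genes called lower numbered 0, 1, 2 and 3, type I interferon genes 0 without any 1 of the 4, interferon gamma genes 0, 0, 1 and 3, and immediate early genes 1, 1, 2 and 3. In WT_LD_PMN_003 Ltf reached 218541 and Mki67 17068, against 46572 and 4042 in WT_LD_PMN_001.

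KO-labelled PMN-MDSCs showed fewer called changes after lymphodepletion, all of them falls. The largest were Chst3, a chondroitin sulfotransferase gene (−5.90 ± 0.82, adjusted p 0.00551), the B cell genes Fcer2a (−5.89 ± 0.99), Blk (−4.79 ± 0.73) and Cr2 (−4.54 ± 0.65). B cell genes fell in 6 of 10 (10 adjusted over the list alone, median −4.25, adjusted p 1.64e-21, still called with an estimated correlation at adjusted p = 0.0121). MHC class II genes fell in 2 of 15, H2-Aa (−2.71 ± 0.38) and Cd74 (−2.19 ± 0.41), with 10 adjusted over the list alone (median −1.83, adjusted p 2.89e-12, adjusted p = 0.13 with an estimated correlation). Myc fell by 2.54 ± 0.46, and was the 1 called gene of 20 in the ribosome biogenesis list (4 lower adjusted over the list alone, median −0.80, adjusted p 5.34e-07, adjusted p = 0.214 with an estimated correlation). Plasma cell genes had a median of −2.36 (0 of 6 called, 3 lower adjusted over the list alone, adjusted p 9.13e-05, and adjusted p = 0.0379 with an estimated correlation). Cell cycle genes had a median of 1.47 (0 of 35 called, 7 higher adjusted over the list alone, adjusted p 2.11e-17, adjusted p = 0.214 with an estimated correlation), with Mki67 at 2.03 ± 0.77 (adjusted p 0.36). Limma called 29 genes, 0 higher and 29 lower, with 1321 at an unadjusted p under 0.05 (648.55 by chance). DESeq2 called 246, 83 higher and 163 lower, and edgeR 24, 0 higher and 24 lower. The count was 7 without KO_UT_PMN_001, 1 without KO_UT_PMN_002, 13 without KO_LD_PMN_002, 17 without KO_LD_PMN_003, 19 without KO_UT_PMN_003 and 0 without the 3 shallowest PMN-MDSC libraries. MHC class II genes called numbered 0 without KO_UT_PMN_002, and B cell genes 1 without KO_UT_PMN_001 or KO_UT_PMN_002, 3 without KO_LD_PMN_003 and 4 without KO_LD_PMN_002. Across genes the WT-labelled and KO-labelled changes had a Pearson correlation of 0.423 (jackknife SE 0.241) and a Spearman correlation of 0.390. These were 0.232 and 0.181 without KO_LD_PMN_002, 0.278 and 0.241 without KO_UT_PMN_001, and 0.25 and 0.214 without the 3 shallowest PMN-MDSC libraries.

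The interaction test in PMN-MDSCs, which asks whether these responses differed, called 0 genes with limma, with 1108 at an unadjusted p under 0.05 (648.55 by chance), 1 with edgeR and 29 with DESeq2. It called 15 lists, 6 higher and 9 lower, and 0 with an estimated correlation. Cell cycle genes had a median difference of −1.16 (0 of 35 called, 1 lower adjusted over the list alone, adjusted p 1.87e-08, adjusted p = 0.484 with an estimated correlation) and mature neutrophil genes one of 0.81 (0 of 18 called, 1 higher and 1 lower adjusted over the list alone, adjusted p 0.00166, adjusted p = 0.484 with an estimated correlation), with Csf3r at 1.41 ± 0.72 (adjusted p 0.59). Erythroid genes had a median of −2.49 (0 of 11 called, 1 lower adjusted over the list alone, adjusted p 4.08e-05, adjusted p = 0.484 with an estimated correlation).

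**Figure D4:**
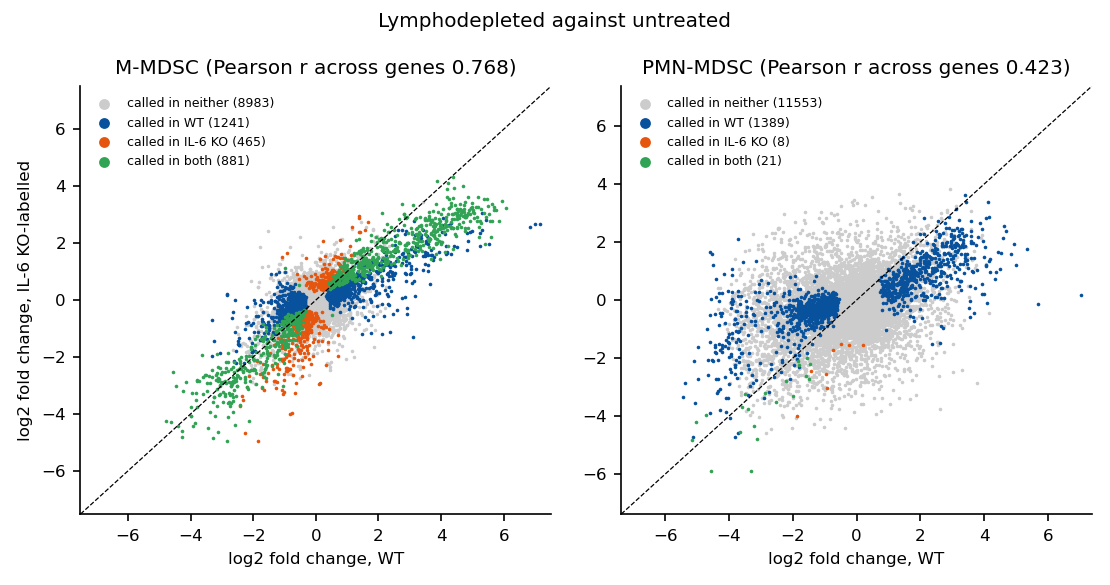
Log2 fold change after lymphodepletion in WT-labelled (x) against KO-labelled (y) cells, 1 point per gene, colored by the contrast that called it. In M-MDSCs 881 genes were called in both, 1241 in WT-labelled and 465 in KO-labelled cells alone, and in PMN-MDSCs 21, 1389 and 8.

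Between the labels, lymphodepleted PMN-MDSCs differed in 2 called genes. F13a1, the coagulation factor XIII A chain gene expressed by monocytes (chromosome 13, 36867178 to 37050244), was lower in the KO-labelled libraries (−2.84 ± 0.35, adjusted p 0.00586), with 54.3 to 81.5 normalized counts against 356 to 683. It was 5.67 ± 0.13 higher in M-MDSCs than in PMN-MDSCs. Il6 was at least 110-fold higher (adjusted p 0.00586), a lower bound against 3 reads over the 3 WT-labelled libraries, which had none. NK cell genes had a median difference of 1.86 (0 of 9 called, 5 higher adjusted over the list alone, adjusted p 1.74e-06, adjusted p = 0.294 with an estimated correlation), and mature neutrophil genes one of 0.80 (0 of 18 called, 7 higher adjusted over the list alone, adjusted p 1.81e-08, adjusted p = 0.294 with an estimated correlation), with Il1b at 1.15 ± 0.58 (adjusted p 0.6). Cell cycle genes had a median of −0.98 (0 of 35 called, 1 lower adjusted over the list alone, adjusted p 5.34e-11, adjusted p = 0.342 with an estimated correlation). F13a1 lost its call without KO_LD_PMN_001 (adjusted p 0.0568) and Il6 without KO_LD_PMN_001 or KO_LD_PMN_003 (highest adjusted p 0.145), so that 0 and 1 genes were called without these libraries, with 4 to 6 without any 1 WT-labelled library (WT_LD_PMN_001 5, WT_LD_PMN_002 4, WT_LD_PMN_003 6). DESeq2 called 46 genes and edgeR 3, and 1077 stood at an unadjusted p under 0.05, where chance gives 648.55.

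In untreated PMN-MDSCs the labels differed in 1 called gene, Il6 (6.44 ± 0.89, adjusted p 0.0286). NK cell genes had a median difference of 1.87 (0 of 9 called, 3 higher adjusted over the list alone, adjusted p 3.38e-08, adjusted p = 0.602 with an estimated correlation), with Ncr1 at 1.87 ± 0.54 (adjusted p 0.93), and type I interferon genes one of −0.61 (0 of 27 called, 0 adjusted over the list alone, adjusted p 3.9e-08, adjusted p = 0.804 with an estimated correlation). Secondary and tertiary granule genes had a median of 0.55 (0 of 17 called, 1 adjusted over the list alone, adjusted p 2.02e-06, adjusted p = 0.804 with an estimated correlation), a call lost without KO_UT_PMN_003 (adjusted p 0.0596). The IL-6 and STAT3 response list was not called (0 of 22, median −0.10, adjusted p 0.945). DESeq2 called 10 genes and edgeR 0, and 468 had an unadjusted p under 0.05, fewer than the 648.55 chance gives. Il6 lost its call in 5 of the 6 fits that left out a library, all but that without WT_UT_PMN_002 (highest adjusted p 0.412). In both cell types the direction is between labels that Il6 runs against.

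M-MDSCs and PMN-MDSCs, averaged over the 4 genotype and treatment groups, differed in 9887 of 13457 genes, 4969 higher and 4918 lower in M-MDSCs. PMN-MDSCs held more Retnlg (−8.35 ± 0.19), a resistin-like gene of neutrophils, Il1b (−7.41 ± 0.33), Ptgs2 (−6.83 ± 0.26), Mmp9 (−8.96 ± 0.23) and Csf3r (−4.68 ± 0.18), and M-MDSCs more F13a1, Fn1 (5.74 ± 0.19), Irf8 (2.84 ± 0.20) and Csf1r (1.19 ± 0.17), the monocyte growth factor receptor. All 18 mature neutrophil genes were lower in M-MDSCs (median −5.80, adjusted p 4.95e-13, still called with an estimated correlation at adjusted p = 0.0139) and suppressive effectors were lower in 17 of 22, higher in 2 (median −1.92, adjusted p 1.23e-05, still called at adjusted p = 0.00363 with an estimated correlation). Classical monocyte genes were higher in 16 of 21 and lower in 3 (median 2.84, adjusted p 1.23e-05, adjusted p = 0.291 with an estimated correlation). The IL-6 coreceptor gene Il6st was higher in M-MDSCs by 3.37 ± 0.15, while Socs3 (−3.02 ± 0.26) and 17 of 23 genes of the IL-6 and STAT3 response were lower, with 4 higher (median −1.27, adjusted p 0.000423, adjusted p = 0.322 with an estimated correlation). Ribosome biogenesis genes were higher in 19 of 20, oxidative phosphorylation genes in 23 of 24 and MHC class II genes in 12 of 15, each losing its list call with an estimated correlation (adjusted p = 0.291, 0.291 and 0.422). Counts adjusted over the list alone were the same for the lists named so far in this contrast. Non-classical monocyte, dendritic cell, stroma and endothelium, megakaryocyte and platelet, and melanoma lists were measured as well. Platelet genes were lower in 6 of 9 (adjusted p 0.0335, adjusted p = 0.291 with an estimated correlation), and the others were not called (adjusted p 0.0501 for non-classical monocytes, 0.0787 for dendritic cells, 0.165 for stroma and 0.965 for 3 melanoma genes).

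The last comparison asked whether lymphodepletion acted differently on the cell types in WT-labelled mice. It called 106 genes, 79 with a higher and 27 with a lower change in M-MDSCs. S100a8 (4.0 ± 0.79) and S100a9 (4.27 ± 0.84) had the higher change in M-MDSCs, as did Cxadr, the coxsackievirus and adenovirus receptor gene (5.29 ± 0.96), Siglec5 (4.93 ± 0.97), Slco4a1 (4.59 ± 0.67), Mgam (4.43 ± 0.79) and Tmem40 (4.40 ± 0.70). The symbol Siglec5 stands here for Siglecf, a gene of the eosinophil and basophil list. Mcam, an endothelial adhesion gene (−6.25 ± 0.79, adjusted p 0.000239), Acvrl1 (−3.28 ± 0.66), Ptgir (−3.28 ± 0.71), Cd55 (−3.13 ± 0.66) and Il18r1 (−2.54 ± 0.27, adjusted p 3.87e-05) had the lower change. Mature neutrophil genes had a higher change in 5 of 18 (9 adjusted over the list alone, median 1.30, adjusted p 5.24e-08, adjusted p = 0.177 with an estimated correlation), such as Hdc (4.36 ± 0.58), the histidine decarboxylase gene, and Cxcr2 (3.85 ± 0.68). All 18 stood higher in PMN-MDSCs, as did S100a8 (−4.66 ± 0.28 in M-MDSCs against PMN-MDSCs) and S100a9 (−4.63 ± 0.30). Whether granulocytic cells carried over in the M-MDSC sort contributed to these changes, or to the rises of granule genes in WT-labelled M-MDSCs, was not tested. The IL-6 and STAT3 response list had Vegfa (2.32 ± 0.53) as its 1 called gene of 23 (1 adjusted over the list alone, median 0.70, adjusted p 0.000167, adjusted p = 0.357 with an estimated correlation). Cholesterol biosynthesis genes were not called as a list (1 of 20 higher, adjusted p 0.0932), nor were p53 targets (0 of 19, adjusted p 0.689) or apoptosis genes (0 of 27, adjusted p 0.738). The median over all genes was 0.16, and the split was 37 and 24 with quantile normalization, 50 and 32 with edgeR and 231 and 130 with DESeq2. The count was 40 without WT_LD_M_001, 36 without WT_LD_M_003, 37, 51 and 47 without WT_UT_M_001, WT_UT_M_002 and WT_UT_M_003, 47 and 38 without WT_UT_PMN_001 and WT_UT_PMN_002, and 317 and 197 without WT_LD_PMN_001 and WT_LD_PMN_002. Called mature neutrophil genes numbered 2 or 3 without any 1 library other than WT_LD_PMN_001 (6). At an unadjusted p under 0.05 there were 1995 genes (672.85 by chance).

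**Figure D5:**
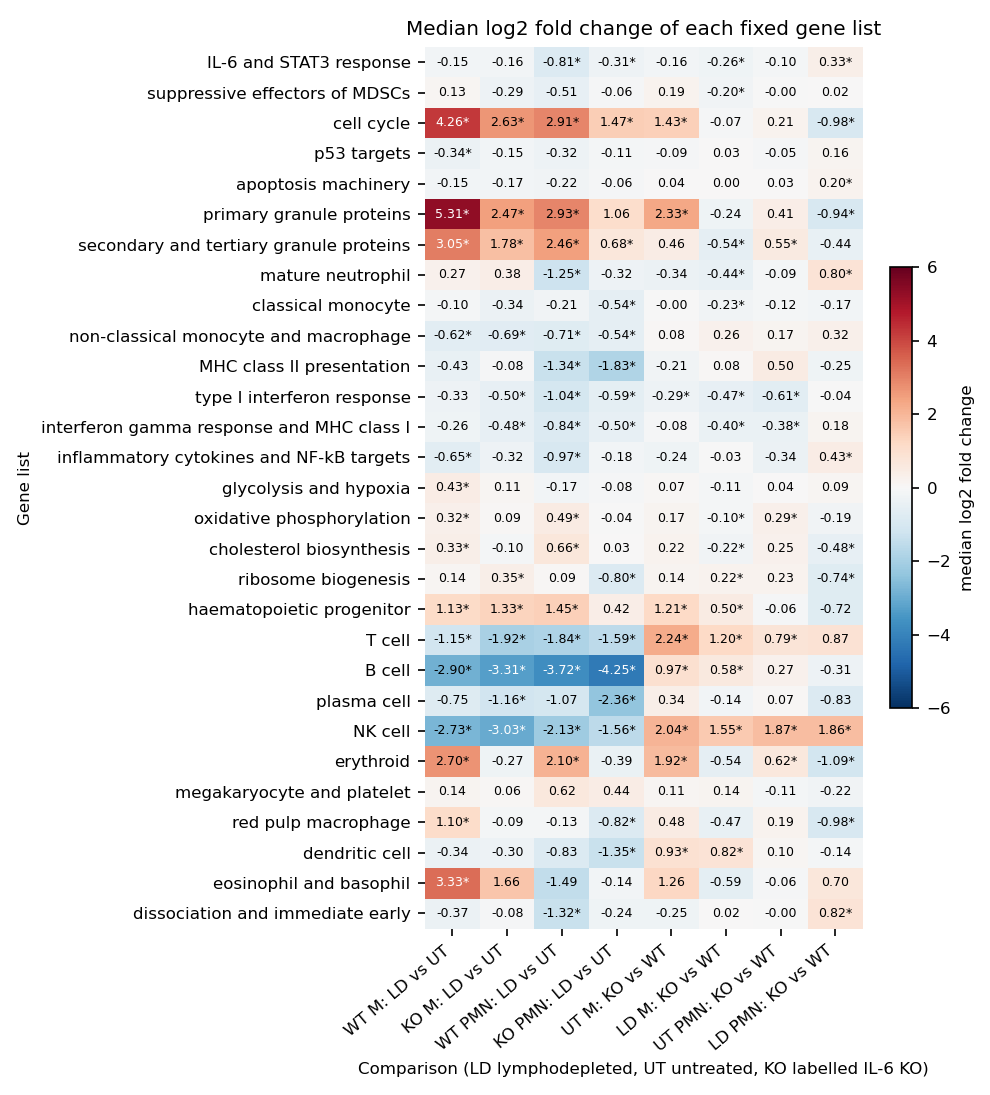
Median log2 fold change of 29 gene lists (rows) in 8 comparisons (columns), with a star where camera with the preset correlation gave an adjusted p under 0.05. The cell cycle list has medians of 4.26 and 2.63 after lymphodepletion in WT-labelled and KO-labelled M-MDSCs, and 2.91 and 1.47 in PMN-MDSCs.

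Genes near Il6 were compared with the rest because a knockout made in another strain can carry flanking DNA of that strain. Within 10 Mb of Il6, 2 of 147 tested genes were called in lymphodepleted M-MDSCs against 22 of 11375 other genes with a known position (Fisher's exact test, two-sided, p = 0.0371, adjusted p 0.0495 over 4 tests), and with Il6 left out p was 0.254. In untreated M-MDSCs 11 of 147 were called against 455 of 11375 (exact p = 0.0523), and with Il6 left out p was 0.0883. In PMN-MDSCs the exact p was 0.0248 lymphodepleted and 0.0125 untreated, and 1 in both with Il6 left out.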

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

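Tests chosen only after the result was seen were the splits of the 3 interactions, the 3 tests of Il6, the test of scaling for the lymphoid genes, the test of Nnt, the wider set of monocyte genes with its expected change and the fits without the 3 shallowest PMN-MDSC libraries.

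The response to lymphodepletion differed between the genotype labels for 1 gene in M-MDSCs, Nedd4 (−2.17 on the log2 scale), by the interaction test, and for 12 gene lists in M-MDSCs and 15 in PMN-MDSCs at the preset correlation, of which 0 held with an estimated correlation. Between the cell types of WT-labelled mice it differed for 106 genes and 10 lists, and 0 of these lists held with an estimated correlation. The largest differences upward in that test were Cxadr (5.29), Siglec5 (Siglecf of the eosinophil and basophil list, 4.93), Slco4a1 (4.59), Mgam (4.43) and Tmem40 (4.40). Downward they were Mcam (−6.25), Acvrl1 (−3.28), Ptgir (−3.28), Cd55 (−3.13) and Il18r1 (−2.54).

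Other splits of the same libraries were fitted in the same way. For each comparison of 3 with 3 libraries there are 10 splits, too few for a share under 0.05. With the real split counted, 1 of 10 called as many genes for lymphodepletion in WT-labelled M-MDSCs (2122 real, highest other 0), in KO-labelled M-MDSCs (1346, 0), in WT-labelled PMN-MDSCs (1410, 0) and in KO-labelled PMN-MDSCs (29, 0). Between the labels it was 1 of 10 in untreated M-MDSCs (466, 0) and untreated PMN-MDSCs (1, 0), and 2 of 10 in lymphodepleted M-MDSCs (24, 24) and lymphodepleted PMN-MDSCs (2, 2). For M-MDSCs against PMN-MDSCs 1 of 100 splits called as many (9887 real, highest other 5608), so chance can be excluded.

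For the interactions 2 kinds of splits were drawn, the second devised after the first was seen. When libraries were split without regard to treatment effects, 7 of 100 splits called as many genes in M-MDSCs (1 real, highest other 2936) and 8 of 100 between cell types (106 real, highest other 3459). With the mean effect of lymphodepletion taken out first, it was 4 of 100 (highest other 414) and 1 of 100 (highest other 7). For the 106 genes chance is excluded under the second kind alone, and granulocytic cells carried over in the M-MDSC sort were not tested. For Nedd4 it stays open, since the 2 kinds fall on either side of 5 in 100 and other splits call far more genes. Its call is lost in 10 of 12 fits without 1 library, but those fits also have fewer samples and so do not decide it. In PMN-MDSCs the real count was 0, which 100 of 100 splits must reach (highest other 859 and 571), so the splits say nothing about chance there. With the effect left in, splits that call many genes follow the treatment in part, as the highest counts fell once it was taken out. The 414 and 571 genes that remain in the genotype interactions, against 1 and 0 real, point to a structure among the libraries that was not traced further.

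Il6 reads were higher in KO-labelled than in WT-labelled libraries. Swaps of single labels are excluded, since 0 of 24 libraries lay on the other genotype's side. An exchange of all genotype labels stays open. Socs3, a feedback inhibitor of STAT3, does not decide it, as it was not called between the labels in any of 4 settings. Its difference was −1.05 ± 0.35 in lymphodepleted and −1.17 ± 0.35 in untreated M-MDSCs, and 0.75 ± 0.55 and −0.14 ± 0.55 in PMN-MDSCs. Nnt, which the background of the knockout strain is known to carry with a deletion, was lower in KO-labelled libraries (median log2 difference −0.73 over 4 settings, SE up to 0.22), against an exchange only if the WT mice came from a substrain with intact Nnt, which the labels do not say. Transcripts from the disrupted allele may also give these reads: the group means differed up to 5.29-fold among the KO-labelled groups, beyond the bound of 4 set for them, but that ratio spans both cell types and so decides nothing, and no biological explanation was tested.

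The B, NK and T cell lists had medians below 0 after lymphodepletion in both sorted cell types and both genotype labels, each called at the preset correlation. With an estimated correlation the B cell list alone was called, and in KO-labelled cells alone. Single NK and T cell genes called lower were few in PMN-MDSCs, with 1 of 9 NK and 2 of 12 T cell genes in WT-labelled and 0 of both in KO-labelled ones. Scaling is excluded as the whole cause for the B cell genes of WT-labelled M-MDSCs, where the median was −2.86 with quantile normalization. The other lists and settings had medians of −4.05 to −1.10 with it, but NK cell genes in WT-labelled PMN-MDSCs moved from −2.13 to −0.97 with edgeR, so the size of that fall depends on the method. Lymphoid cells carried over in the sort could give the pattern in WT-labelled PMN-MDSCs, where the B cell genes fell by about 1 common factor (SD of their changes 0.657 ± 0.155 times the standard error), and the ratio was 0.834 ± 0.208 for NK and 1.16 ± 0.25 for T cell genes. In WT-labelled M-MDSCs it was 2.05 ± 0.48 for B, 2.56 ± 0.64 for NK and 1.11 ± 0.24 for T cell genes against a bound of 2. The B and NK cell ratios are above it by less than their spread and the T cell ratio is below it. In KO-labelled M-MDSCs the ratios were 1.40 ± 0.33, 1.34 ± 0.33 and 1.03 ± 0.22, all below it, and the 2 labels together leave it open, and the reading of the spread was settled after that value was seen. The sort was to a purity above 99%, Ncr1 stood at 352 ± 25.3 normalized counts in untreated WT-labelled M-MDSCs, and expression in the MDSCs themselves stays untested. Carry-over was not tested for Bcl2 and Fasl, which fell with these lists in M-MDSCs, or for the lymphoid differences between the labels.

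F13a1 was lower in KO-labelled lymphodepleted PMN-MDSCs (−2.84 ± 0.35). The shallow libraries are excluded as its cause: without them the difference was −3.05 ± 0.38, though with fewer libraries the call ended (adjusted p 0.0515). Monocytes carried over in the sort, which was to a purity above 99%, could give the difference. For this, 3 genes at least 32-fold higher in untreated M-MDSCs were tested, Ccr2 (−0.80), Fn1 (−2.60) and Mpo (−3.67). Their median was −2.60 with an SD of 1.45, too few and too spread to decide, which was ruled after the value was seen. A wider set of 25 genes at least 8-fold higher, run after that result, had a median of −0.66 (SD 1.09, 22 lower, 5 at or below −1.5) above the bound of −1. That bound does not suit the wider set: M-MDSCs carried over at the share that would give F13a1 its levels (5.28% in WT-labelled, 0.756% in KO-labelled libraries) would change these genes by a median of −0.90, and the median of −0.66 (standard error of the mean 0.22) is within 2 standard errors of it. Single genes depart from it in either direction, with Ccr2 at −0.80 ± 0.57 where −2.68 would follow and Mpo at −3.67 ± 0.78 where −0.98 would. The 5.28% needed in WT-labelled libraries is more than a purity above 99% leaves. This argues against carry-over as the source of F13a1 if that purity held and both cell types give equal RNA, neither of which was checked here. Without these conditions carry-over stays open, and a difference between the genotypes stays untested.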

How the results depend on the processing

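Array weights, leaving out the 3 shallowest PMN-MDSC libraries, leaving libraries out of the correlation and leaving Il6 out of the test of its neighbours were chosen after seeing the data. Among 1028 pairs of a named gene and a comparison no called direction reversed. Over all genes, 8409 of the 8578 called in both fits kept their sign for M-MDSCs against PMN-MDSCs under quantile normalization, and the cause of the reversals was not tested. Among the named pairs, quantile normalization took away 63 calls and added 5, edgeR 44 and 2, no filter 44 and 0, and DESeq2 6 and 29. The pseudocount of 0.5 took 6 and added 0, and that of 5 took 6 and added 2. All 24 libraries in 1 fit took 104 of 833 and added 9, since each cell type then gets the spread of both. Array weights took 17 and added 17, and leaving out the shallowest libraries took 27 of 604 and added 3. Depth may limit what the PMN-MDSC results can show, since those 3 libraries hold 3249647 to 5509190 reads. Leaving them out also leaves fewer samples, so depth was not tested on its own.

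The counts of called genes that moved by more than 1.5 times follow, and where no reason is named the cause was not tested. With all 24 libraries, lymphodepletion called 835 genes in WT-labelled and 536 in KO-labelled M-MDSCs, and 3481 and 313 in PMN-MDSCs. Between the labels it then called 1 (lymphodepleted) and 39 (untreated) in M-MDSCs, and 113 and 4 in PMN-MDSCs, and the interactions 0 in M-MDSCs and 29 in PMN-MDSCs. DESeq2 called 185 and 1071 between the labels in lymphodepleted and untreated M-MDSCs, 46 and 10 in PMN-MDSCs, 246 for lymphodepletion in KO-labelled PMN-MDSCs, and 71, 29 and 361 in the M-MDSC, PMN-MDSC and cell type interactions. EdgeR called 2 in the M-MDSC interaction, 1 in the PMN-MDSC interaction and 0 between the labels in untreated PMN-MDSCs. Quantile normalization called 825 for lymphodepletion in WT-labelled PMN-MDSCs and 0, 1 and 61 in the 3 interactions. Without a filter the labels differed in 249 genes in untreated M-MDSCs and 0 in untreated PMN-MDSCs, where a pseudocount of 0.5 also gave 0. A pseudocount of 5 gave 2 and 1 in the genotype interactions and 5 between the labels in lymphodepleted PMN-MDSCs. Array weights gave 14 and 1941 between the labels in lymphodepleted and untreated M-MDSCs, 4 and 17 in PMN-MDSCs, 183 for lymphodepletion in KO-labelled PMN-MDSCs, and 2 and 11 in the genotype interactions. Without the 3 shallowest libraries, which leaves fewer samples, lymphodepletion called 0 in KO-labelled PMN-MDSCs, and the labels 0 and 0 in PMN-MDSCs, while the cell type interaction rose to 316, which fewer samples do not explain.

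With an estimated correlation the lists called fell from 16 to 0 for lymphodepletion in WT-labelled M-MDSCs, 12 to 1 in KO-labelled M-MDSCs, 18 to 0 and 15 to 2 in PMN-MDSCs, 15 to 0 and 9 to 0 between the labels in lymphodepleted and untreated M-MDSCs, and 12 to 0 and 7 to 0 in PMN-MDSCs. They fell from 12 to 0 and 15 to 0 in the genotype interactions, 13 to 2 between cell types and 10 to 0 in the cell type interaction. Over genes called in either genotype the Pearson and Spearman correlations of the responses were 0.881 and 0.867 in M-MDSCs and 0.765 and 0.786 in PMN-MDSCs. These genes were selected by the same changes that are correlated, which can raise the values, so they are no evidence of a shared response. In PMN-MDSCs Pearson's r over all genes was 0.423, and 1389 of the 1418 selected genes were called in WT-labelled cells alone. For genes near Il6, p by Fisher's exact test was 0.163 within 5 Mb in lymphodepleted M-MDSCs, and 0.0214 within 5 Mb and 0.0451 within 20 Mb in untreated ones. These counts include Il6 itself, which was left out within 10 Mb alone. The exact p was then 0.254 in lymphodepleted and 0.0883 in untreated M-MDSCs, and 1 in both PMN-MDSC settings.

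Leaving out 1 library at a time, lymphodepletion called 1163 to 2471 genes in WT-labelled and 574 to 1713 in KO-labelled M-MDSCs, and 116 to 2128 and 1 to 23 in PMN-MDSCs. Between the labels it was 0 to 63 and 56 to 546 in lymphodepleted and untreated M-MDSCs, and 0 to 6 and 0 to 2 in PMN-MDSCs. The interactions gave 0 to 7, 0 to 1 and 36 to 317, and the cell types 9632 to 10051. Pearson's r lay between 0.706 and 0.795 in M-MDSCs and 0.232 and 0.478 in PMN-MDSCs, Spearman's rho between 0.438 and 0.597 and between 0.181 and 0.455, and the slope between 0.656 and 0.923 and between 0.308 and 0.696.

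The deviations of same-numbered libraries from their group means had a correlation over 0.1 in 2 of 18 pairs across M-MDSC groups (8 of 36 with different numbers), 5 of 18 across PMN-MDSC groups (4 of 36) and 4 of 12 pairs of M-MDSC and PMN-MDSC (1 of 24). Since not every pair was over 0.1, the numbers were not taken to pair the samples. For the cell types 8 of 12 M-MDSC libraries correlated best with the PMN-MDSC library of their number, a hint from the data at shared mice, and with genotype, treatment and number as a block the cell types differed in 9861 genes and their interaction called 142. With the number as a replicate block, the labels differed in 8 genes in lymphodepleted and 269 in untreated M-MDSCs, 2 and 0 in PMN-MDSCs, and the M-MDSC interaction called 0. Lymphodepletion with the block called 1898, 1210, 1454 and 23 genes in the order of the groups above, and over named genes it took away 41 calls and added 1.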

Other observations

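The test of Nnt was chosen after the result was seen, and the gene families below were picked after their values were seen.

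After lymphodepletion 54 of 56 core histone genes rose in WT-labelled M-MDSCs (median 3.41) and 32 of 56 in KO-labelled ones (1.58). In WT-labelled PMN-MDSCs 36 of 57 rose and 1 fell (2.90), while 0 of 57 were called by limma in KO-labelled PMN-MDSCs, where the median was 1.20. Called or not, 54 of 57 had a change above 0 in PMN-MDSCs of each label. The interaction test called 0 of 56 histone genes in M-MDSCs (median −1.68) and 0 of 57 in PMN-MDSCs (median −1.68). A difference between the labels was therefore not shown for single histone genes. Untreated KO-labelled M-MDSCs had 13 histone genes higher than WT-labelled ones (1.22). Killer cell lectin-like receptor genes, the receptors of NK cells, fell in 17 of 25 and rose in 1 in WT-labelled M-MDSCs after lymphodepletion (median −2.58), fell in 20 of 25 in KO-labelled ones (−3.09), and were higher in 7 of 25 in untreated KO-labelled than WT-labelled M-MDSCs (1.76). Gimap genes, GTPases of lymphocyte survival, fell after lymphodepletion in 7 of 8 in WT-labelled (−2.66) and 8 of 8 in KO-labelled M-MDSCs (−2.64). They were higher in 6 of 8 in untreated KO-labelled M-MDSCs (1.78). In PMN-MDSCs they fell in 5 of 8 in WT-labelled (−1.97) and 2 of 8 in KO-labelled cells (−1.92). These medians kept their sign with quantile normalization, edgeR and DESeq2, and single members of the histone and receptor families share near-identical copies.

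Lymphoid transcripts also set the untreated M-MDSC groups apart. Ncr1 stood at 1421 ± 239 normalized counts (SD, n = 3) in KO-labelled and 352 ± 25.3 in WT-labelled libraries, Gzma at 2387 ± 808 and 530 ± 60.1, and Lck at 566 ± 54.6 and 157 ± 53.8. Among libraries of 1 group, KO_LD_PMN_002 held 99939 normalized counts of Ltf against 25259 and 30140 in its 2 partners, and Mki67 at 9344 against 2262 and 2294.

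Nnt, the nicotinamide nucleotide transhydrogenase gene (chromosome 13, 119335527 to 119409257), was lower in KO-labelled libraries in all 4 settings, by log2 differences of −0.59 ± 0.20 in lymphodepleted and −0.87 ± 0.20 in untreated M-MDSCs, and −0.39 ± 0.22 and −0.97 ± 0.22 in PMN-MDSCs. The median was −0.73, and the medians of 8 tested neighbours within 2 Mb were 0.04, −0.19, 0.07 and 0.00468 in that order. A candidate explanation is that the WT mice came from a substrain with intact Nnt while the knockout strain carries the known deletion, but the test rests on the gene that raised the idea and so leaves it open, and limma called Nnt in untreated M-MDSCs alone (adjusted p 0.0342).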
